A study of Caenorhabditis elegans with 31 samples. Its data were reported in "A family of C. elegans VASA homologs control Argonaute pathway specificity and promote transgenerational silencing" (2022).

How the data were processed

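The series sequenced small RNAs of *C. elegans* young adults, of whole worms (input) and bound to immunoprecipitated (IP) Argonaute proteins. Argonautes are proteins that carry small RNAs to matching transcripts. The 16 libraries analysed here came from wild-type and *glh-1* null worms, and 15 of the 31 samples of the series, which are crosslinking experiments, were not analysed here. Per the labels, input, CSR-1 IP and WAGO-9 IP had 2 libraries per genotype. WAGO-1 IP had 1 library per genotype, numbered replicate 1. A further library per genotype was titled WAGO2 and numbered replicate 2, and was kept apart as the WAGO2-titled IP, since the labels do not say that it is WAGO-1. The study describes small RNAs from IPs of WAGO-1, WAGO-9 and CSR-1 only, so these libraries may be replicate 2 of the WAGO-1 IP. Groups and replicate numbers came from the sample titles.

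According to the methods, Argonaute complexes were pulled down through an epitope tag, RNA was treated with the phosphatase PIR-1 so that triphosphorylated small RNAs could be cloned, and ligated products were amplified by PCR and size-selected. The authors trimmed the 3′ adaptor and aligned reads with Bowtie2 to WormBase releases WS262 and WS272. Each deposited file holds alignments of distinct read sequences, each with the count of reads that had it, and these counts are raw. Every alignment in the deposited files was 22 nt long and antisense to a gene, as tested on each file. Other alignment fields (the strand flag, the position on the spliced transcript and the read length) were other values that the authors wrote beside the counts. The total reads of each whole library were not used here, so RPM (reads scaled to a total of 1000000) was computed over all reads of a file and differs in scale from an RPM over a whole library. A difference between input and IP libraries in the share of reads that are 22-nt antisense reads was therefore not accounted for.

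Reads with a single alignment were summed per gene, after the authors' stated use of uniquely mapped reads. Reads shared between paralogs were left out of this sum, and overlapping genes on the same strand remain uncertain. Libraries held from 753249 to 13228151 reads, and from 87.0% to 95.2% of them were uniquely aligned. A gene was scored as enriched in an IP where its mean RPM was at least 1 and at least 2 times the mean of the input libraries of the same genotype, the limits stated in the methods. CSR-1 targets were the genes enriched in the wild-type CSR-1 IP, and the published target lists were not used here. A CSR-1 target was up or down where mean RPM changed at least 2-fold and reached 1 RPM in at least 1 genotype. These scores carry no test. Shares of genes have 95% Wilson intervals, which cover counting error only. A floor of 3 counts was taken as the smallest level a library can show, and folds against groups at or under it were computed against the floor. Reads amplified by PCR are not independent molecules.

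Counts of the 12 input, CSR-1 IP and WAGO-9 IP libraries were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with its quasi-likelihood test, 1 coefficient per group, total-count scaling and its filter on low counts. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. Interaction contrasts tested whether the *glh-1* null change differed between fractions. No test was made for the WAGO-1 IP and WAGO2-titled IP with 1 library per genotype, except in an alternative that took the WAGO2-titled libraries as replicate 2 of the WAGO-1 IP. The pairing of libraries comes from the replicate numbers in the titles. It was checked by the correlation across genes of the deviations of same-numbered libraries from their group means. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

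Alternatives covered TMM scaling (trimmed mean of M values), DESeq2 1.42.0, the replicate number as a block, other filters on low counts, only the libraries compared, reads starting with G, distinct sequences in place of reads, a minimum of 5 RPM, a 3-fold threshold, a pseudocount of 1 RPM and each replicate left out. After the data were seen, further alternatives were added. They included every alignment counted, only reads matching a transcript exactly, and libraries thinned to 753249 reads. Totals were also taken without the 100 genes with most reads in each library (336 genes in all). Fold thresholds of 1 and 0.5, and the wild-type input for both genotypes, were added too. So were edgeR totals of uniquely aligned reads, TMM scaling of the WAGO-1 IP counts by fold, and the block with only the libraries compared. The fit of all 16 libraries was planned, but its versions with the block and with TMM scaling were added.

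Genes named were chosen by a rule. It took *glh-1*, its paralogs *glh-2*, *glh-3* and *glh-4*, and *mog-4*, the example gene of the study. For each fraction with replicates it added the 2 largest increases and the 2 largest decreases with an adjusted p-value under 0.05, a mean of at least 10 RPM in the higher genotype and no overlap between genotypes. For WAGO-1 IP it added the 2 largest increases and decreases with at least 10 RPM in the higher genotype and the same direction in the WAGO2-titled IP. Of 18772 gene names in the deposited files, 18446 matched a transcript of the genome build WBcel235 (Ensembl release 115), which gave the coordinates. Reads were also matched to the spliced WBcel235 transcripts of their gene, with 30 nt of genome at each end, to find a 3′ base that the transcript does not encode.

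The edgeR test was tested on simulated counts with 200 genes changed 4-fold and a dispersion (spread beyond counting noise) of 0.05 in every group. It recovered 194 of the 200, and called 7 of 10747 unchanged genes. In a contrast with no simulated change it called 0 of 10947 genes. The spread of the real libraries differed between groups, so these error rates need not hold for them. The enrichment rule recovered 200 of 200 genes raised 4-fold, and scored 14 of 7668 other genes with at least 5 RPM as enriched. Over all 18572 other genes, with no minimum level, it scored 361 as enriched, so counts of enriched genes include low genes that pass by counting noise. This simulation held counting noise only. The wild-type inputs spread more than that (chi-square per degree of freedom 16.01), so more genes may pass by noise in the real data. The matching step found 2000 of 2000 simulated reads with a 3′ U tail, and found a tail in 0 of 18000 whole reads. The fit on GC content and length returned 0.296 for a simulated share of variance of 0.3.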

Results

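Small RNAs of wild-type and *glh-1* null *C. elegans* were compared in whole worms and in Argonaute IPs. GLH-1 is a homolog of the germline RNA helicase VASA and a component of P granules, the perinuclear condensates of germ cells. The small RNAs counted were 22-nt reads antisense to genes, called 22G-RNAs because most begin with G. CSR-1, WAGO-1 and WAGO-9 (also called HRDE-1) are Argonautes that bind 22G-RNAs. The 16 libraries comprised 2 per genotype of input, CSR-1 IP and WAGO-9 IP, and 1 per genotype of WAGO-1 IP and of WAGO2-titled IP. Input libraries were the shallowest, with 1624496 and 1264166 reads in wild type and 2751879 and 753249 in *glh-1* null. CSR-1 IP libraries held 6313384 and 8061004 reads in wild type and 5823034 and 7042678 in *glh-1* null. WAGO-1 IP held 3921878 and 10157925 reads in wild type and *glh-1* null, and WAGO2-titled IP held 8542480 and 9593875. WAGO-9 IP held 12375188 and 5220921 reads in wild type and 13228151 and 8116828 in *glh-1* null. Among uniquely aligned reads, the share starting with G ranged from 58.3% to 62.4% in CSR-1 IP and from 91.1% to 92.1% in the WAGO-1 and WAGO2-titled IPs. The libraries numbered replicate 2 differed from those numbered replicate 1 in reads starting with an uncalled base, at 1.35% to 1.55% against 0.142% to 0.164%. Both genotypes were present under each number, so values per replicate number are given below. Same-group libraries differed by more than counting noise, with chi-square per degree of freedom from 3.22 in wild-type CSR-1 IP to 76.5 in *glh-1* null WAGO-9 IP, so none was counted as a duplicate.

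Reads on *glh-1* itself (T21G5.3, chromosome I, 6854478 to 6857536, plus strand, WBcel235, protein-coding) checked the genotype labels. In input, *glh-1* had 490.0 and 766 RPM in wild type and 45.4 and 66.4 RPM in *glh-1* null. In WAGO-1 IP it had 117 RPM in wild type and 32.5 RPM in *glh-1* null. In WAGO2-titled IP the levels were 158 and 39.2 RPM. In WAGO-9 IP they were 153 and 194 RPM in wild type and 3.55 and 4.31 RPM in *glh-1* null. In CSR-1 IP they were 670 and 744 RPM in wild type, but 165 RPM (958 reads) in the library labelled glh-1 null CSR-1 IP replicate 1 and 4.69 RPM (33 reads) in replicate 2. That library went against its label in a further way. A stretch of the *glh-1* transcript, 2000 nt from position 250, was chosen for having almost no reads in *glh-1* null WAGO-1 IP. Its share of 1.52% of the *glh-1* reads there was thus set by that choice. The stretch held 84.8% in the library labelled glh-1 null CSR-1 IP replicate 1, against 84.2% and 80.8% in wild-type CSR-1 IP. Other *glh-1* null libraries lay between 1.52% and 84.8%. The stretch held 24 of 125 reads in input replicate 1, 24 of 50 in input replicate 2, 11 of 33 in CSR-1 IP replicate 2 and 11 of 376 in WAGO2-titled IP. In *glh-1* null WAGO-9 IP it held 3 of 47 reads in replicate 1 and 26 of 35 in replicate 2. By edgeR the change of *glh-1* was a log2 fold change of -3.54 in input (SE 1.30, adjusted p = 0.114). In CSR-1 IP it was -3.07 (SE 1.205, adjusted p = 0.134), and in WAGO-9 IP it was -5.47 (SE 1.42, adjusted p = 0.0181). The fit gave each gene 1 spread over the 12 libraries, so the gap between the *glh-1* null CSR-1 IP libraries enters the input test too. The input change passed the threshold with DESeq2, with every alignment counted, with at least 10 counts in every library and with only the input libraries in the fit. The CSR-1 IP change passed it under the first 3 of these. Every CSR-1 IP comparison below draws on the library labelled glh-1 null CSR-1 IP replicate 1, and its directions carry that limit.

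**Figure D1:**
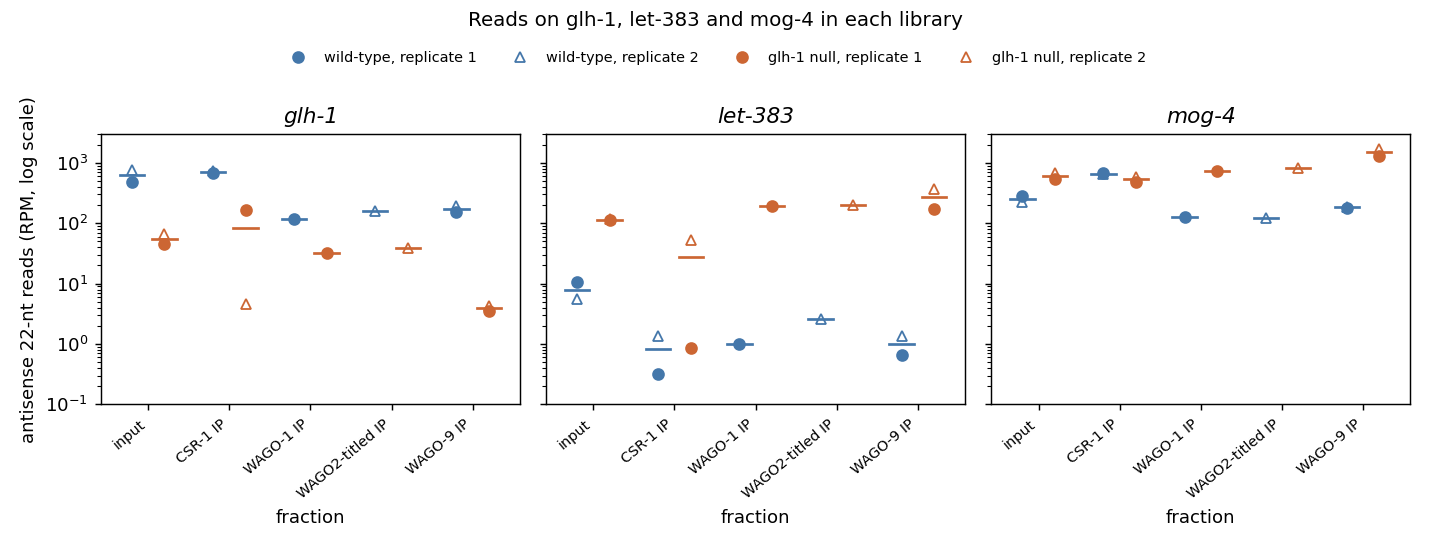
Reads on *glh-1*, *let-383* and *mog-4* in RPM (log axis) in each fraction, with filled circles for replicate 1, open triangles for replicate 2 and short lines for group means (blue, wild-type; orange, *glh-1* null). In CSR-1 IP the 2 *glh-1* null libraries lie far apart on *glh-1* (165 and 4.69 RPM) and on *let-383* (0.859 and 53.4 RPM), while *mog-4* is higher in *glh-1* null than in wild type in every other fraction.

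To ask which genes each Argonaute was bound to, genes enriched over input were counted. In wild type, 3426 genes were enriched in CSR-1 IP, 2853 in WAGO-1 IP, 2627 in WAGO2-titled IP and 2501 in WAGO-9 IP. In *glh-1* null, the counts were 3452, 2842, 3066 and 1803. The genes enriched in both genotypes numbered 2679 for CSR-1 IP, 1361 for WAGO-1 IP, 1307 for WAGO2-titled IP and 592 for WAGO-9 IP. With input and IP of the same replicate number, WAGO-1 IP gave 2684 genes in wild type and 2283 in *glh-1* null, and WAGO2-titled IP gave 3068 and 3865, so their directions differed. From replicate 1 alone, CSR-1 IP gave 3870 genes in wild type and 3830 in *glh-1* null, and WAGO-9 IP gave 2398 and 1715. From replicate 2 alone, CSR-1 IP gave 3224 and 3195, and WAGO-9 IP gave 2963 and 2330. By number of genes, the alternative that moved these counts most was a fold threshold of 0.5, at which *glh-1* null WAGO-1 IP had 8280 enriched genes. As a ratio to the reported count it was distinct sequences in place of reads, with which *glh-1* null WAGO-9 IP had 6205. Under TMM scaling WAGO-9 IP had 4320 enriched genes in wild type and 4143 in *glh-1* null, and WAGO-1 IP had 4972 and 3236.

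The overlap of CSR-1 and WAGO targeting was measured as the share of CSR-1-enriched genes that were also enriched in a WAGO IP. For WAGO-1 IP it was 1.96% in wild type (67 of 3426 genes, 95% Wilson interval 1.54% to 2.48%) and 5.39% in *glh-1* null (186 of 3452 genes, 4.68% to 6.19%). For WAGO2-titled IP it was 1.69% (1.31% to 2.18%) and 5.62% (4.90% to 6.44%). These intervals did not overlap between genotypes, but they cover counting error in 1 WAGO library per genotype. Within replicate 1 the WAGO-1 share was 3.15% and 5.01%, and within replicate 2 the WAGO2-titled share was 4.09% and 15.9%. For WAGO-9 IP the share was 2.54% in wild type and 2.84% in *glh-1* null. Its values per replicate were 4.08% and 5.77% in wild type and 2.92% and 10.1% in *glh-1* null, so the genotypes could not be told apart. The alternative that moved the WAGO-1 share most was the 0.5-fold threshold, at 24.4% in wild type and 53.6% in *glh-1* null.

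To ask how 22G-RNA levels changed, the 12 libraries with replicates were tested with edgeR over 11101 genes. In input, 831 genes were higher and 1225 lower in *glh-1* null. With the replicate number as a block, input had 876 higher and 1292 lower, where same-numbered libraries had a correlation of deviations of 0.179 across genes. Under TMM scaling the input split was 1030 higher and 934 lower. TMM scaling in a fit of all 16 libraries, with the WAGO2-titled libraries as replicate 2 of WAGO-1 IP, moved it most, to 1286 higher and 1067 lower. DESeq2 and its size factors gave 1068 and 1037. In WAGO-9 IP, 1446 genes were higher and 3540 lower. The block gave 1480 and 3626 in WAGO-9 IP, with a correlation of deviations of 0.138. Under TMM scaling, the alternative that moved this split most, WAGO-9 IP had 2248 genes higher and 2162 lower. DESeq2 gave 1648 and 2942 there, and TMM scaling in the fit of 16 libraries gave 2097 and 3354. The median log2 fold change over all genes in WAGO-9 IP was -0.43 under total-count scaling and 0.026 under TMM scaling, and in input it was -0.17 and -0.0085, so directions below are relative to total reads. In CSR-1 IP, which includes the library labelled glh-1 null CSR-1 IP replicate 1, 1053 genes were higher and 993 lower. The CSR-1 IP split moved both ways between alternatives. With DESeq2 it was 1359 and 763, and with TMM scaling in the fit of 16 libraries 2007 and 721. With only the CSR-1 IP libraries in the fit it was 1343 and 2032. Counted by fold alone with no test and without replicate 1, 1331 genes were at least 2-fold higher and 1365 at least 2-fold lower in CSR-1 IP, against 1396 and 1246 with both replicates.

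The interaction contrasts asked whether the *glh-1* null change differed between fractions. The strain list of the study gives each tagged Argonaute its own *glh-1* null strain, and the labels name no strain. A difference between fractions can thus also come from the strains. Between CSR-1 IP and input, 624 genes had a higher change in CSR-1 IP and 328 a lower one. The replicate block gave 783 and 381, with the input correlation of 0.179 given above. For this contrast DESeq2 gave 751 and 426, and TMM scaling in the fit of 16 libraries gave 983 and 382. Under TMM scaling of the 12 libraries the split was 448 and 349, so the excess of higher changes narrowed there. Between WAGO-9 IP and CSR-1 IP, 1215 genes had a higher change in WAGO-9 IP and 2288 a lower one, and the block gave 1271 and 2404, with the WAGO-9 IP correlation of 0.138. Under TMM scaling this last split was 1641 higher and 1545 lower. DESeq2 gave 1234 and 2427, and TMM scaling in the fit of 16 libraries gave 1340 and 3081, so the excess of lower changes was absent only under TMM scaling of the 12 libraries. Both contrasts draw on the library labelled glh-1 null CSR-1 IP replicate 1.

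CSR-1 targets, the 3426 genes enriched in wild-type CSR-1 IP, were then followed into each fraction. In WAGO-1 IP, 1161 targets were up at least 2-fold in *glh-1* null and 219 were down, which is 35.2% and 6.63% of the 3302 targets with enough reads. In WAGO2-titled IP 1110 were up and 216 down, and 922 targets were up in both. In WAGO-9 IP the direction was the opposite, with 254 up and 769 down. Over all genes in WAGO-9 IP, 1807 were at least 2-fold higher and 3777 lower, so a fall was not special to targets. More targets were up there under TMM scaling, and fewer were down with distinct sequences, as given below. In input 251 were up and 161 down. In CSR-1 IP 23 were up and 274 down, in a comparison that includes the library labelled glh-1 null CSR-1 IP replicate 1. The targets were chosen by their enrichment in wild-type CSR-1 IP over wild-type input, so part of a fall in CSR-1 IP, in counts and in share of reads, and of a rise in input is set by that choice. Over all genes, 1396 were at least 2-fold higher and 1246 at least 2-fold lower in *glh-1* null CSR-1 IP. Of the targets up in WAGO-1 IP, 212 were also up in WAGO-9 IP and 39 were down there. A 3-fold threshold moved the WAGO-1 counts most, to 315 up and 32 down, and TMM scaling moved their balance most, to 703 up and 671 down. TMM scaling changed the direction in WAGO2-titled IP, with 592 up and 786 down. As a share of uniquely aligned reads, CSR-1 targets made up 5.31% of wild-type and 8.55% of *glh-1* null WAGO-1 IP. In WAGO2-titled IP the shares were 5.29% and 8.51%. In CSR-1 IP they were 75.9% and 75.7% in wild type, 68.1% in the library labelled glh-1 null CSR-1 IP replicate 1 and 68.5% in replicate 2. In WAGO-9 IP they were 7.06% and 7.57% in wild type and 6.58% and 6.91% in *glh-1* null. In input they were 22.1% and 26.4% in wild type and 21.7% and 26.5% in *glh-1* null, a difference smaller than the gap between replicates.

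**Figure D2:**
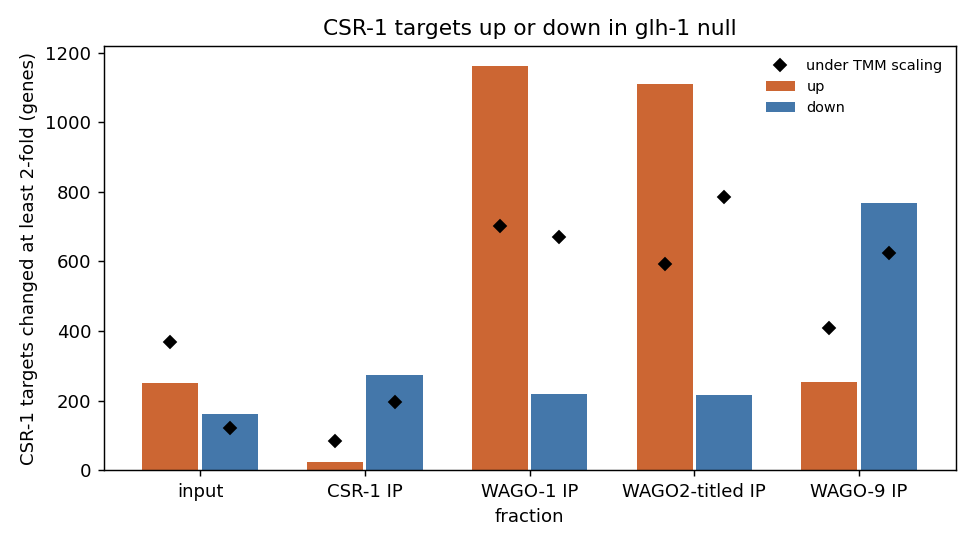
CSR-1 targets changed at least 2-fold in *glh-1* null in each fraction (bars, number of genes up in orange and down in blue, under total-read scaling), with the same counts under TMM scaling as black diamonds. In WAGO-1 IP 1161 targets were up and 219 down by total reads but 703 and 671 under TMM, and in WAGO2-titled IP the direction changed to 592 up and 786 down.

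The gene *mog-4* (C04H5.6, chromosome II, 14552504 to 14561599, minus strand, protein-coding) was the example of a CSR-1 target in the study. In CSR-1 IP it had 665 ± 4.37 RPM in wild type and 532 ± 79.2 RPM in *glh-1* null (SD, n = 2 each), and the change did not pass the edgeR threshold (log2 fold change -0.32, SE 0.22, adjusted p = 0.335). It passed the threshold under 1 alternative, the fit of only the CSR-1 IP libraries with the replicate block, with a log2 fold change of -0.33. The *glh-1* null mean includes the library labelled glh-1 null CSR-1 IP replicate 1. In WAGO-9 IP it rose from 183 ± 3.03 to 1513 ± 269 RPM (log2 fold change 3.05, SE 0.24, adjusted p = 1.35e-08). In WAGO-1 IP it had 125 RPM in wild type and 729 RPM in *glh-1* null, and in WAGO2-titled IP 123 and 812 RPM. In input it rose from 252 ± 36.3 to 606 ± 91.7 RPM (log2 fold change 1.26, SE 0.23, adjusted p = 0.000535). Under TMM scaling the WAGO-1 IP levels were 173 and 660 RPM, so this increase held under both scalings.

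Among the paralogs, *glh-4* (T12F5.3, chromosome I, 3727027 to 3731179, plus strand) rose in WAGO-9 IP from 347 ± 27.05 to 1392 ± 145 RPM (log2 fold change 2.00, SE 0.24, adjusted p = 3.18e-06). In WAGO-1 IP *glh-4* had 250 RPM in wild type and 1159 RPM in *glh-1* null. The log2 fold change of *glh-4* in CSR-1 IP was -0.027 (SE 0.23, adjusted p = 0.958), and its sign flipped under TMM scaling. In contrast, *glh-2* (C55B7.1, chromosome I, 6513928 to 6517507, plus strand) fell in WAGO-9 IP from 21.3 ± 2.12 to 7.34 ± 0.627 RPM (adjusted p = 0.000174), and *glh-3* (B0414.6, chromosome I, 5792321 to 5795114, minus strand) fell from 23.4 ± 0.0470 to 14.6 ± 1.48 RPM (adjusted p = 0.0168). The call for *glh-3* was lost under TMM scaling and at equal depth, with a log2 fold change of -0.22 in each. The call for *glh-2* was lost at equal depth, with a log2 fold change of -1.12. In input, *glh-2* did not pass the threshold (log2 fold change -0.12, adjusted p = 0.815). With every alignment counted it was -1.71 and passed, so reads that also align elsewhere carry a change that the count of uniquely aligned reads leaves out.

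The largest changes in input were increases of F40A3.3 and C25F6.1 and decreases of F07A11.1 and C33F10.12. F40A3.3 (chromosome V, 7877444 to 7878514, plus strand) rose from 11.03 ± 4.42 to 977 ± 7.57 RPM (log2 fold change 6.43, SE 0.35, adjusted p = 7.49e-09). C25F6.1 (chromosome X, 5486487 to 5488102) had 0 and 1 counts in wild type and was at least 5.07-fold higher in *glh-1* null. F07A11.1 (chromosome II, 11588434 to 11592123) and C33F10.12 (chromosome II, 4836303 to 4837759) had 0 counts in both *glh-1* null inputs, and were at least 5.996-fold and 5.34-fold lower. In CSR-1 IP the largest increases were those of Y116F11A.1 (chromosome V, 19730580 to 19732242) and T25G12.8, which had no match in the annotation. Y116F11A.1 had 0.475 and 1.12 RPM in wild type, 224 RPM in the library labelled glh-1 null CSR-1 IP replicate 1 and 92.4 RPM in replicate 2 (adjusted p = 4.55e-08). In WAGO-9 IP the same gene fell from 15.1 ± 2.71 to 1.07 ± 0.230 RPM (adjusted p = 2.67e-06). T25G12.8 had 2.69 and 2.48 RPM in wild-type CSR-1 IP, 471 RPM in the library labelled glh-1 null CSR-1 IP replicate 1 and 223 RPM in replicate 2. ZK484.7 (chromosome I, 6095060 to 6096589) and R05G6.5 (chromosome IV, 7508367 to 7509546) had the largest decreases in CSR-1 IP, with log2 fold changes of -4.10 and -4.98 (adjusted p = 0.000817 and adjusted p = 9.62e-07), also drawn with that library.

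In WAGO-9 IP the largest increase was that of *let-383* (T21G5.6, chromosome I, 6862313 to 6870901, plus strand, protein-coding), from 0.646 and 1.34 RPM in wild type to 172 and 368 RPM in *glh-1* null (log2 fold change 8.23, SE 1.71, adjusted p = 0.0069). It starts 4777 bp past the end of *glh-1*, and T21G5.2 (chromosome I, 6870622 to 6870951), which was chosen after its values were seen, overlaps it on the same strand, so the split of reads between them is uncertain. T21G5.2 rose in WAGO-9 IP from 8.53 ± 4.18 to 999 ± 164 RPM. The pseudogene F52C6.13 (chromosome II, 1930181 to 1930396) had 1 and 3 counts in wild type and was at least 105-fold higher in *glh-1* null. T25D3.3 (chromosome II, 152583 to 154945) fell from 189 ± 9.11 to 0.771 ± 0.129 RPM (log2 fold change -7.93, SE 0.37, adjusted p = 1.47e-10), and R05G6.5 fell from 194 ± 15.5 to 1.03 ± 0.283 RPM (log2 fold change -7.58, SE 0.37, adjusted p = 1.58e-10).

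With 1 library per genotype, changes in WAGO-1 IP have no replicate check beyond the WAGO2-titled libraries. By fold alone, 3834 genes were at least 2-fold higher and 2335 at least 2-fold lower in *glh-1* null WAGO-1 IP, and 3897 and 2151 in WAGO2-titled IP. TMM scaling turned the WAGO-1 IP split to 2339 higher and 4197 lower. The largest increases were those of *let-383*, from 1.02 to 197 RPM, and *rps-13* (C16A3.9, chromosome III, 6374097 to 6374997, minus strand), from 2.29 to 322 RPM. In WAGO2-titled IP these genes went from 2.58 to 199 RPM and from 5.27 to 355 RPM. The largest decreases were those of Y53F4B.17 (chromosome II, 15058656 to 15064966), from 981 to 3.25 RPM, and T25D3.3, which had 1 count in *glh-1* null and was at least 199-fold lower. With the WAGO2-titled libraries taken as replicate 2, edgeR called 3729 genes higher and 2075 lower in WAGO-1 IP. TMM scaling turned that split to 2175 higher and 3891 lower.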

Values the study reported

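The study scored genes by a 2-fold rise of RPM over input. In wild type, 5,516 genes were enriched in the WAGO-1 IP and 5,625 in the CSR-1 IP. About 1,000 genes were enriched in both. In *glh-1* null worms, the WAGO-1 set grew to 7,454 genes. The share of genes enriched in both IPs rose from 17% to 56%. For WAGO-9, the study described a change like that for WAGO-1, with no count.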

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

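Choices of samples, tests and most alternatives were made before the data were examined. Of the tests in this part, those on GC content and length and on strain variants were set before their results were seen, and all others only after the result they bear on was seen.

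The *glh-1* null change differed between WAGO-9 IP and CSR-1 IP in 3503 genes by the edgeR interaction test, a difference between groups. If a few genes with most of the counts were the reason, the number would fall below 0.5 of its value with them out of the totals, and 3611 genes differed without them. At equal depth 1499 of 7477 tested genes differed, or 20.05% against 31.56% at full depth, with 500 changes higher and 999 lower in WAGO-9 IP. Unequal depth does not account for these, and the fall in number was bound to follow from fewer reads. If reads shared between paralogs were the cause, counting every alignment would move the number by more than 1.5 times, and it gave 3609. GC content and transcript length explained a share of 0.01885 of the variance of the difference across 10954 genes, which covers 98.7% of the genes tested. The CSR-1 side rests on the library labelled glh-1 null CSR-1 IP replicate 1. By fold alone and without replicate 1, 2398 genes had a change at least 2-fold higher in WAGO-9 IP and 4343 at least 2-fold lower, against 2223 and 4254 with both. TMM scaling of the 12 libraries gave 1641 higher and 1545 lower. DESeq2 with its size factors gave 1234 and 2427, and TMM scaling in the fit of 16 libraries gave 1340 and 3081, so the lean toward lower changes is lost under 1 of these 3 scalings. The equal-depth test cannot say whether unequal depth adds to the number that differs at full depth, since thinning lowers that number anyway. The lean toward lower changes was kept at equal depth, and its size depends on the scaling. Each tagged Argonaute had its own *glh-1* null strain in the strain list of the study, and a difference between strains was not tested.

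The *glh-1* null change was lower in WAGO-9 IP than in WAGO-1 IP in 3144 genes and higher in 138, with the WAGO2-titled libraries taken as replicate 2 of WAGO-1 IP, again a difference between groups. The replicate block gave 3418 lower and 150 higher. Under TMM scaling 364 genes were lower and 495 higher. The excess of lower genes went away there. The same fit of 16 libraries kept 1340 higher and 3081 lower changes in WAGO-9 IP than in CSR-1 IP, so TMM scaling did not balance every contrast. The excess depends on the scaling, total-read scaling is a candidate explanation for it, and the direction is not offered as biological. The genes called under either scaling rest on taking the WAGO2-titled libraries as WAGO-1. A difference between the strains with tagged WAGO-9 and tagged WAGO-1 was not tested either.

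A signal appeared in a part of the data that the comparisons above do not use, the last base of each read. A single 3′ U that the transcript does not encode (21 encoded bases and a U, since other lengths were not used here) was found on 7.98% to 11.7% of the reads in the CSR-1 IP libraries (7.98% was the lowest). In input it was found on 2.55% and 2.67% in wild type and 1.82% and 2.14% in *glh-1* null. It was rarer in the WAGO IPs, from 0.288% in *glh-1* null WAGO-1 IP to 0.626% in *glh-1* null WAGO-9 IP replicate 2. Sequencing or trimming error at the 3′ end would add other bases as well, and A, C and G together reached at most 0.437% in the CSR-1 IP libraries. The IPs hold different genes, but on CSR-1 targets alone the wild-type WAGO-1 IP had 1.13% against 9.21% and 8.42% in wild-type CSR-1 IP. On these targets the difference was smaller for the other fractions, with 2.14% and 2.59% in wild-type WAGO-9 IP, 2.07% and 2.69% in *glh-1* null WAGO-9 IP and 5.75% and 6.67% in wild-type input. The IPs also differ in 5′ bases, but among reads starting with G the wild-type WAGO-1 IP had 0.536% against 9.21% and 8.42% in wild-type CSR-1 IP. Strain variants would sit on few genes, and 99.9% of the 3136 CSR-1 targets with at least 100 reads had a share of 2% or more, with a median of 8.24%. A sequencing batch tied to the replicate number would not separate fractions, and the lowest CSR-1 IP library was 2.985 times the highest library of any other fraction. None of the technical explanations tested accounts for the pattern. A hypothesis is that 22G-RNAs bound to CSR-1 may be extended by U more often than those bound to WAGO-1 or WAGO-9. The *glh-1* null CSR-1 IP libraries had 9.25% in the library labelled glh-1 null CSR-1 IP replicate 1 and 11.7% in replicate 2, against 8.74% and 7.98% in wild type, and no test was made of that difference with 2 libraries per genotype.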

How the results depend on the processing

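Alternatives named here as added were chosen after seeing the data; the others were chosen before. Across 40 counts and shares that answer a comparison, 290 of 416 values under an alternative stayed within 1.5 times the reported count, or within the error of the reported share, and 126 moved. CSR-1 IP values include the library labelled glh-1 null CSR-1 IP replicate 1.

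For enriched genes, a fold threshold of 0.5 (added) gave 6002 in CSR-1 IP, 6462 in WAGO-1 IP and 6691 in WAGO-9 IP in wild type, and 5836, 8280 and 6113 in *glh-1* null. A threshold of 1 (added) gave 4589 in WAGO-1 IP and 4446 in WAGO-9 IP in wild type, and 5806 and 4162 in *glh-1* null. A 3-fold threshold gave 2041 in CSR-1 IP and 1657 in WAGO-9 IP in wild type, and 1979 in CSR-1 IP, 1535 in WAGO-1 IP and 969 in WAGO-9 IP in *glh-1* null. A minimum of 5 RPM gave 1434 in WAGO-1 IP and 1398 in WAGO-9 IP in wild type, and 1440 and 914 in *glh-1* null. Distinct sequences in place of reads gave 6273 and 5664, and 7613 and 6205. TMM scaling gave 4972 in WAGO-1 IP and 4320 in WAGO-9 IP in wild type. In *glh-1* null it gave 3236 in WAGO-1 IP and 4143 in WAGO-9 IP. The WAGO-1 count was thus lower in *glh-1* null there and higher at thresholds of 0.5 and 1 and with distinct sequences. Wild type and *glh-1* null in turn, it was also lower at the 3-fold threshold (2019 and 1535) and with a pseudocount (2313 and 2074). It was also higher with reads starting with G (2898 and 3091) and at equal depth (3545 and 3948). Reads starting with G gave 2196 in wild-type and 2284 in *glh-1* null CSR-1 IP. Enrichment in both replicate-numbered pairs (replicate block) gave 1657 in wild-type and 864 in *glh-1* null WAGO-9 IP.

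For the share of CSR-1-enriched genes also enriched in WAGO-1 IP, wild type and *glh-1* null in turn, the threshold of 0.5 gave 24.4% and 53.6%, a threshold of 1 gave 6.36% and 20.5%, distinct sequences 15.8% and 32.6%, a minimum of 5 RPM 0.312% and 1.60%, a pseudocount of 1 RPM 0.830% and 2.52%, TMM scaling 4.71% and 6.21%, every alignment (added) 3.39% and 6.39%, and equal depth (added) 5.56% and 10.9%. The share was higher in *glh-1* null under each of these. Without replicate 2 the wild-type share was 3.15%. In *glh-1* null alone, the 3-fold threshold gave 4.30%, the replicate-block pairs 2.73% and the wild-type input for both genotypes (added) 11.5%. For the WAGO-9 share, wild type and *glh-1* null in turn, the threshold of 0.5 gave 32.1% and 29.2%, a threshold of 1 gave 8.99% and 9.865%, and distinct sequences 17.8% and 23.4%. In wild type alone, a minimum of 5 RPM gave 0.718%, a pseudocount 1.14%, TMM scaling 5.49% and equal depth 5.22%. Leaving out each replicate in turn gave 4.08% to 5.77% in wild type and 2.92% to 10.1% in *glh-1* null. The direction of the WAGO-9 share between genotypes thus depends on the threshold, and the cause was not tested.

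For CSR-1 targets, the 3-fold threshold gave 87 up and 9 down in input, 6 and 79 in CSR-1 IP, 315 and 32 in WAGO-1 IP, and 48 and 126 in WAGO-9 IP. Reads starting with G gave 73 down in input, 170 down in CSR-1 IP, 736 up and 115 down in WAGO-1 IP, and 126 up and 439 down in WAGO-9 IP. A minimum of 5 RPM gave 153 up in input, 9 up and 170 down in CSR-1 IP, and 162 up in WAGO-9 IP. A pseudocount gave 102 down in input, 11 up and 178 down in CSR-1 IP, and 162 up in WAGO-9 IP. The replicate-block pairs gave 113 up and 26 down in input, 6 and 124 in CSR-1 IP, and 112 and 442 in WAGO-9 IP. Distinct sequences gave 52 up in CSR-1 IP, 114 down in WAGO-1 IP and 203 down in WAGO-9 IP. TMM scaling gave 83 up in CSR-1 IP, 703 up and 671 down in WAGO-1 IP, and 409 up in WAGO-9 IP. Equal depth gave 40 up and 486 down in CSR-1 IP, 516 down in WAGO-1 IP and 417 up in WAGO-9 IP, and every alignment gave 37 up in CSR-1 IP. Leaving out each replicate in turn gave 347 to 467 up in input and 30 to 59 up in CSR-1 IP. Under TMM scaling the excess of targets up in WAGO-1 IP was nearly gone.

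For edgeR counts, at least 10 counts in every library gave 769 lower in input, 454 lower in CSR-1 IP, 962 higher and 2121 lower in WAGO-9 IP, and 605 higher and 1438 lower changes in WAGO-9 IP than in CSR-1 IP. Equal depth gave 507 higher and 299 lower in CSR-1 IP, 924 higher and 1961 lower in WAGO-9 IP, 316 higher changes in CSR-1 IP than in input, and 500 higher and 999 lower in WAGO-9 IP than in CSR-1 IP. These fits tested 5446 and 7477 genes in place of 11101. The first leaves out genes at full depth, and only the second bears on depth. TMM scaling gave 2248 higher and 2162 lower in WAGO-9 IP. For WAGO-1 IP, TMM scaling gave 2339 higher and 4197 lower by fold, and 2175 and 3891 by edgeR in the fit of 16 libraries (both added). Only the libraries compared gave 2032 lower in CSR-1 IP, and 2153 with the replicate block (added). In the fit of 12 libraries the replicate block gave 1151 higher and 1101 lower in CSR-1 IP, where same-numbered libraries had a correlation of deviations of -0.006. With the WAGO2-titled libraries as replicate 2, the block (added) gave 3788 higher and 2124 lower in WAGO-1 IP, where that correlation was 0.0881.

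Of the log2 fold changes of named genes (27 in all), 366 of 392 alternative values kept their direction and their side of the 0.05 threshold, 3 lost the threshold, 12 passed it only under the alternative (5 for *glh-1* in input, 3 for *glh-1*, 2 for *glh-3* and 1 for *mog-4* in CSR-1 IP, and 1 for *glh-2* in input), and 11 reversed. All of the reversed values were under 0.4 in size: *glh-2* in input became 0.036 under TMM scaling, 0.020 with DESeq2, 0.15 at equal depth and 0.087 in the 16-library fit with TMM scaling. In CSR-1 IP, *glh-2* became 0.018 with DESeq2 and 0.17 in that 16-library fit. There *glh-4* became 0.088 under TMM scaling, 0.16 with DESeq2 and 0.30 in the 16-library fit. It became 0.070 with totals that leave out the genes with most reads (added). In the 16-library fit *mog-4* became 0.0031 in CSR-1 IP. Of 380 alternative values of mean RPM, 217 stayed within the replicate SD or counting interval and 163 moved, and of 84 values of 10 other results 45 stayed and 39 moved. Leaving out a replicate leaves 1 library per group, so no call was made there. The cause was not tested for the changes in this part other than those traced to a setting by name. All antisense reads of any length were not run as an alternative, because every read in the files was 22 nt long.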

Other observations

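Of the tests in this part, those on depth and total-read scaling of CSR-1 targets and on a linked stretch around *glh-1* were set before their results were seen, and the others only after the result was seen. Before the test on a linked stretch, a narrower stretch around *glh-1* had already been looked at.

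The gain of CSR-1 targets in *glh-1* null WAGO-1 IP was weighed against carry-over of CSR-1-bound reads, using the 3′ U share as a mark of the CSR-1 IP. On the targets that were up, the *glh-1* null WAGO-1 IP had a U share of 0.345%. That is near the 0.2245% on WAGO-1-enriched genes in the same library and far from the 9.57% and 12.5% on the same targets in the *glh-1* null CSR-1 IP libraries, the first of which is the library labelled glh-1 null CSR-1 IP replicate 1. Reads on *mog-4* in *glh-1* null WAGO-1 IP had a U share of 0.289% (7259 reads, 95% Wilson interval 0.189% to 0.442%), against 10.1% and 13.25% in the *glh-1* null CSR-1 IP libraries. At equal depth 1370 targets were up and 516 down, so depth did not account for the excess. Under TMM scaling 703 were up and 671 down. More up than down was the outcome set beforehand as speaking against total-read scaling, but the margin is narrow, and in WAGO2-titled IP 592 were up and 786 down. The reads that were gained thus look unlike CSR-1-bound reads. The excess of targets up over targets down cannot by itself be told apart from total-read scaling. A scaling moves all genes of a library alike, so the narrower question is how targets compare with all genes. By total reads, 3834 genes were at least 2-fold higher and 2335 lower in WAGO-1 IP. Under TMM scaling edgeR called 2175 higher and 3891 lower in the fit of 16 libraries. Targets thus leaned up relative to all genes under both scalings, with 1 library per genotype in the target counts.

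The library labelled glh-1 null CSR-1 IP replicate 1 had 165 RPM on *glh-1*. Carry-over of wild-type reads at the level that gives this value would be a mixture of 23.3%. With the rest of the library like replicate 2, it would leave 78.9 RPM on the neighbouring gene T21G5.2. The library had 2.58 RPM there and replicate 2 had 102 RPM. A wild-type library under the wrong name would not share the *glh-1* null changes, but across 6551 genes its log2 change against wild type correlated with that of replicate 2 at r = 0.841 (genes are not independent replicates). A shared wild-type mean adds to such a correlation, and with a separate wild-type library for each replicate it was 0.816. Reads from the ends of *glh-1* that a deletion leaves would lie outside the 2000 nt from transcript position 250, and 84.8% of its *glh-1* reads lay inside. A wrong name and leftover ends of a deletion that spans this stretch thus do not account for the library. Nor does carry-over into worms like those of replicate 2. Carry-over into worms whose T21G5.2 stayed low is not excluded, since the prediction took its level from replicate 2. That its worms carried another *glh-1* lesion than those of replicate 2 is a hypothesis that may fit, and it was not tested. Among genes of at least 20 RPM, 24 of 5238 differed over 4-fold between the *glh-1* null CSR-1 IP libraries, against 1 of 5054 in wild type. Such gaps were not special to CSR-1 IP. They numbered 36 of 3253 in *glh-1* null and 0 of 4054 in wild-type WAGO-9 IP, and 18 of 5310 and 18 of 5797 in the inputs.

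The neighbours of *glh-1* gained reads in *glh-1* null. The gene *let-383* went from 10.5 and 5.54 RPM in wild-type input to 115 and 116 RPM in *glh-1* null input. T21G5.2 went from 34.5 and 23.7 to 356 and 420 RPM. By edgeR neither gene passed the threshold in input (adjusted p = 0.146 for *let-383* and 0.103 for T21G5.2). Neither passed it in CSR-1 IP (0.0912 and 0.0891), and both passed it in WAGO-9 IP (0.0069 and 0.00684). The fit gave each gene 1 spread over the 12 libraries, so the gap between the *glh-1* null CSR-1 IP libraries enters the input test too. These p-values therefore do not measure the spread of the input libraries alone. In CSR-1 IP, T21G5.2 had 3.01 and 2.73 RPM in wild type, 2.58 RPM in the library labelled glh-1 null CSR-1 IP replicate 1 and 102 RPM in replicate 2. Reads of *glh-1* assigned to its neighbours would show as reads that align to both. With every alignment taken, including those of reads that align to several places, 0 of 41741 reads on *let-383* or T21G5.2 in the 16 libraries also aligned to *glh-1*. Only 4 of 10953 tested genes with a place, 0.0365%, lie as near to *glh-1* as *let-383*, which had the largest increase in WAGO-9 IP of the 11101 genes tested. That distance was taken from *let-383* after it had been noticed beside *glh-1*, so the share is no independent test, and the place of the largest increase cannot be told apart from chance by it. A linked stretch of another strain background would change more genes nearby. Within 500 kb, 2 of the 188 other tested genes changed at least 16-fold in WAGO-9 IP. The share elsewhere (177 of 10763) gives 3.09. No excess was seen, but with so few genes expected a shorter stretch or smaller changes are left open. In the strain list of the study, the *glh-1* null strain with tagged WAGO-1 has an allele made by gene editing. Those with tagged WAGO-9 and CSR-1 have another allele, brought in by a cross. *let-383* also rose in WAGO-1 IP, from 1.02 to 197 RPM, which speaks against a crossed-in stretch there. The labels name no strain, so a stretch is not excluded. Besides chance and a shorter linked stretch, a further hypothesis remains. The *glh-1* lesion itself may change 22G-RNA production on the transcripts downstream of it. In that case these genes would not report on loss of the GLH-1 protein. The library labelled glh-1 null CSR-1 IP replicate 1 bears on this. It shared changes across genes with replicate 2 (r = 0.841, as above) and kept *glh-1* reads, yet *let-383* had 0.859 RPM there, against 0.317 and 1.36 RPM in wild type and 53.4 RPM in replicate 2, and T21G5.2 also stayed near wild type. This speaks for the lesion over loss of the protein, but it rests on 1 library whose genotype is in doubt.

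Several counts differ from the values quoted from the study. In wild type, 2853 genes were enriched in WAGO-1 IP and 3426 in CSR-1 IP here. Both are lower than the values quoted from the study above. Here 67 genes were enriched in both. That is lower than the value quoted from the study above. In *glh-1* null, WAGO-1 IP had 2842 enriched genes. That is lower than the value quoted from the study above. The share of CSR-1-enriched genes also enriched in WAGO-1 IP was 1.96% in wild type and 5.39% in *glh-1* null here. Both are lower than the values quoted from the study above, whose denominator for the share is not stated. A candidate explanation is the RPM denominator. An RPM over whole libraries would raise every IP over its input if 22-nt antisense reads make up more of the IP libraries, which acts like a lower fold threshold. At a threshold of 0.5, the counts here were 6002 for CSR-1 IP and 6462 for WAGO-1 IP in wild type and 8280 for WAGO-1 IP in *glh-1* null, with shares of 24.4% and 53.6%. Whole-library totals were not used here, so this was not tested. For WAGO-9, the study described a change like that for WAGO-1. Here the WAGO-9 share did not tell the genotypes apart (2.54% in wild type and 2.84% in *glh-1* null). Of the CSR-1 targets defined here, 254 were up and 769 down in WAGO-9 IP, which differs from that description. Under TMM scaling edgeR called 2248 genes higher and 2162 lower there, so the direction over all genes depends on the scaling.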
